A study of mouse gut metagenome with 68 samples.

How the data were processed

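Bacterial 16S rRNA gene amplicons were analysed from the cecal contents and the feces of female C57BL/6 mice, with 34 cecal and 34 fecal samples. Per the labels, DNA was extracted with a stool kit after bead beating, the region from V3 to V5 was amplified, and the submitters' processing notes name Trimmomatic 0.30. The tools for taxonomy and clustering, the reference database and any filter on rare taxa are not given in the sources used here. The labels give the sampling site of each sample and not its treatment, so each site pools whatever treatments its mice received and the SD within a site includes them. The labels do not say that the samples of a site came from separate animals, so p-values measure the spread between these samples.

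The deposited values are fractions, the share of a sample's reads that the authors assigned to each genus-level row, with one table per site. In each of the 68 columns the shares summed to 1 within 1e-06. All per-sample columns matched a sample label. No identical pair of samples was found within a site, and the lowest Bray-Curtis distance between samples of a site was 0.0534. Because the tables hold no counts, the sequencing depth is unknown, and no counting interval or detection limit is given. Tables of values pooled by group were not used here, since their columns match no group in the labels and carry no replicates.

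There were 34 rows for the cecum and 35 for feces, of which 32 were in both tables. The lowest mean share of a listed row was 0.0201% in the cecum and 0.0114% in feces. A row missing from a table was not taken as 0, as the tables may leave out rare taxa. Tests of single taxa, counts of taxa detected, distances, phyla and lists used the 32 shared rows, which held on average 99.96% of cecal and 99.94% of fecal reads. This restriction was settled after the tables were seen. Site coincides with table, so a difference in sequencing run or processing between the tables cannot be told apart from a difference between sites.

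Each taxon was tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with trend) on log2(share + 6.84e-06), the pseudocount being the smallest share above 0, with Benjamini-Hochberg adjustment at 0.05. Taxa had to be above 0 in at least 10 samples, and all 32 were. Fold changes are on the log2(share + pseudocount) scale, which depends on the pseudocount for taxa with values at 0 and can lie above or below the ratio of mean shares. Shannon diversity (natural logarithm, all rows a table lists), taxa detected, phylum shares and summed shares of fixed taxon lists were compared with two-sided permutation tests of the difference of means with 100000 resamples, adjusted over the phyla or over the lists. Each sample was also left out in turn, with 20000 resamples for these permutation tests. The main tests between sites and the fits that left out 1 sample treated all samples as independent. The 95% intervals of differences are percentiles of bootstrap draws of the samples within each site and do not come from the permutation tests. Community composition was compared by PERMANOVA on Bray-Curtis distances, and the spread within a site by the distance to its centroid, each with 9999 permutations. These steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

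The tests, the taxon lists, the rule for named taxa and most alternative settings were chosen before the data were examined. The rule named the 10 taxa with the largest log2 difference in each direction among those past the threshold with a mean of at least 0.1% in one site, the 8 most abundant taxa, the most abundant member of each list, and each phylum with a mean above 0.1%. The lists were facultative or aerotolerant bacteria, Lachnospiraceae, Ruminococcaceae, Bacteroidales, mucin users, sulfate or sulfite reducers, Erysipelotrichaceae with Turicibacter, Actinobacteria, and sequences not of gut bacteria. Alternatives covered the pseudocount, the filter, the scale, the distance, the diversity index, unassigned reads and the title number as a block. Unassigned reads made up 0.106% of cecal and 0.0138% of fecal reads on average and were kept as a row.

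The limma step was tested on simulated data made from the 32 taxa of the comparison of cecum with feces. It recovered 28% of taxa changed by 0.5 on the log2 scale, 67% of those changed by 1 and 90% of those changed by 2, and between 3.94% and 5.08% of its calls were false. The simulated samples were drawn independently and were not closed to 1 again after the changes. These rates therefore do not cover false calls that arise because shares sum to 1 or because samples resemble each other.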

Results

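The bacterial communities of the cecum, the pouch at the start of the large intestine, and of feces were profiled by 16S rRNA gene sequencing in female C57BL/6 mice. There were 34 cecal and 34 fecal samples. The values are shares of reads per genus-level taxon, and the depth behind them is unknown. Sampling site is the comparison that the labels allow, and it shows how a fecal profile differs from that of the cecum.

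Fecal communities held a larger share of S24-7, a family of Bacteroidales common in the mouse gut, and a smaller share of several Clostridiales than cecal communities. S24-7 made up 32.97% ± 8.58 (SD, n = 34) of cecal and 42.0% ± 8.76 (SD, n = 34) of fecal reads. Its log2 difference was 0.36 (SE 0.088, limma adjusted p = 0.000456), and 30 of 34 fecal samples lay above the cecal median. The Clostridiales without a family name, the most abundant Firmicutes row, made up 26.05% ± 7.70 in the cecum and 19.1% ± 6.84 in feces (SD, n = 34 each). This row fell by 0.50 on the log2 scale (SE 0.15, limma adjusted p = 0.00567), with 26 of 34 fecal samples below the cecal median. Of 32 taxa tested, 18 differed between the sites, 10 with a lower and 8 with a higher share in feces. These 32 count unassigned reads and the rows not resolved below an order or family, all 4 lower in feces. Among the other 28 rows, 6 were lower and 8 higher. A setting added after the taxon means were seen left out S24-7 and closed each sample to 1 again. With it the median log2 difference of all taxa moved from -0.01 to 0.17, and 6 were lower and 7 higher. The Clostridiales without a family name then did not pass the test (log2 difference -0.28, adjusted p = 0.142). S24-7 was itself among the 8 higher, and leaving it out shifts most other differences upward. The setting therefore does not test the higher calls.

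Lachnospiraceae, a family with many fermenters of plant fiber, had a lower share in feces. Reads assigned to the family but to no genus were 4.15-fold lower, at 1.19% ± 0.540 in the cecum against 0.303% ± 0.173 in feces (SD, n = 34 each, limma adjusted p = 5.17e-18). All 34 fecal samples lay below the cecal median of that row. The 3 shared rows not resolved below an order or family and the unassigned reads were all 4 lower in feces, and summed to 1.962% ± 0.815 of cecal and 0.721% ± 0.232 of fecal reads (SD, n = 34 each, permutation test, p = 1e-05, the smallest possible), while 2 further unresolved rows were listed for feces alone. Whether reads were assigned differently in the tables cannot be told apart from site. The genus written [Ruminococcus] within this family was 1.85-fold lower, at 1.14% in feces against 2.10% in the cecum (limma adjusted p = 1e-10). All 34 fecal samples lay below its cecal median. Of the 5 Lachnospiraceae rows, 3 were lower, none was higher, and Coprococcus and Dorea did not pass the test, with log2 differences of -0.04 and 0.11. Adjusted over the list alone, 3 were lower as well. The unnamed genus of the family, the most abundant of its rows, fell by 0.57 on the log2 scale (limma adjusted p = 0.0263, and 0.172 with S24-7 left out). The summed family share was 8.83% ± 4.91 in the cecum and 5.30% ± 2.09 in feces (SD, n = 34 each, permutation test, adjusted p = 0.00049), and still differed by -2.64 percentage points without the unresolved row (adjusted p = 0.00486).

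Ruminococcaceae, another family of anaerobic Clostridiales, summed to 11.01% ± 4.59 of cecal and 8.70% ± 2.53 of fecal reads (SD, n = 34 each, permutation test, adjusted p = 0.0178). Of its 5 rows, 2 were lower over all taxa tested, and 1 when adjusted over the list alone. Oscillospira was 1.57-fold lower (limma adjusted p = 0.000667), with 31 of 34 fecal samples below the cecal median. The most abundant row, an unnamed genus, did not pass the test, with a log2 difference of -0.10 (SE 0.20) that changed sign to 0.11 with S24-7 left out. The lower share of reads not resolved below the family (log2 difference -0.57, limma adjusted p = 0.0433) was near the threshold. That call was lost in 24 of 68 fits that each left out 1 sample, with an adjusted p of at most 0.0721, without both samples numbered 4 (adjusted p = 0.114) and with S24-7 left out (adjusted p = 0.265).

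Of the 4 rows of Erysipelotrichaceae, a family of Firmicutes, 3 were higher in feces. The list that joins them with Turicibacter, of another family, thus had 3 of 5 rows higher, both over all taxa and adjusted over the list alone. Coprobacillus was 4.01-fold higher, at 0.149% ± 0.106 against 0.0460% ± 0.0373 (SD, n = 34 each, limma adjusted p = 9.21e-06), and 31 of 34 fecal samples exceeded the cecal median. The unnamed genus of the family was 1.80-fold higher (limma adjusted p = 0.0261), with 23 of 34 fecal samples above the cecal median. Allobaculum, the most abundant member, made up 11.6% ± 8.38 of cecal and 11.7% ± 8.40 of fecal reads (SD, n = 34 each, limma adjusted p = 0.958). Its log2 difference of 0.03 changed sign with a smaller pseudocount. The sum of the list, which includes Turicibacter, was 13.7% ± 8.24 in the cecum and 16.6% ± 8.83 in feces and did not pass the permutation test (adjusted p = 0.197).

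**Figure D1:**
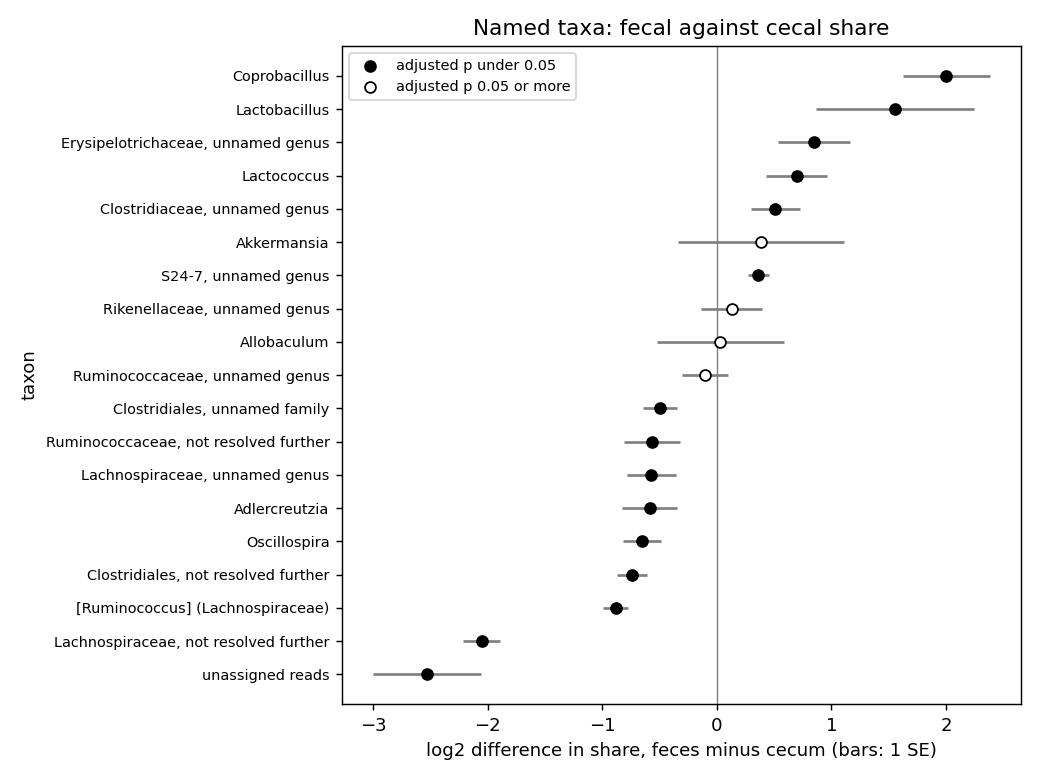
Log2 difference in share between feces and cecum (horizontal axis) for the named taxa (vertical axis), with bars of 1 SE over 34 samples per site and filled points for a limma adjusted p under 0.05. Coprobacillus lies highest at 2.002, unassigned reads lie lowest at -2.53, and Lachnospiraceae not resolved further lies at -2.05.

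Among facultative or aerotolerant bacteria, which tolerate oxygen, 2 of 3 rows were higher in feces, both over all taxa and adjusted over the list alone. Lactococcus was 1.62-fold higher (limma adjusted p = 0.0263), with 28 of 34 fecal samples above the cecal median, but was not called by the permutation test of shares (adjusted p = 0.234). Lactobacillus, a lactic acid producer, was 2.94-fold higher on the log2 scale (limma adjusted p = 0.0493), with 21 of 34 fecal samples above the cecal median. Its mean share was 0.559% ± 0.819 in the cecum and 1.08% ± 2.56 in feces (SD, n = 34 each, permutation test of shares, adjusted p = 0.391), and 0.656% in feces without fecal sample 4. The summed share was 1.33% ± 1.10 in the cecum and 2.19% ± 3.96 in feces (SD, n = 34 each) and did not pass the permutation test (adjusted p = 0.219). Its difference of 0.863 percentage points fell to 0.209 without fecal sample 4, and to 0.272 without both samples numbered 4. The fecal sample numbered 4 held 15.04% Lactobacillus and 6.36% Lactococcus. Without the cecal and fecal samples numbered 4, the adjusted p was 0.0766 for Lactobacillus and 0.0552 for Lactococcus, and the Lactobacillus call was lost in 40 of 68 fits that each left out 1 sample.

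Among the remaining taxa, unassigned reads were 5.78-fold lower in feces (limma adjusted p = 7.07e-06), with all 34 fecal samples below the cecal median. Clostridiales not resolved further were 1.67-fold lower (limma adjusted p = 2.67e-06). The unnamed genus of Clostridiaceae was 1.43-fold higher in feces (limma adjusted p = 0.0355), with 24 of 34 fecal samples above the cecal median. That call was lost without cecal sample 1, 4, 13 or 33 or fecal sample 5, with an adjusted p of at most 0.0598. Rikenellaceae, a Bacteroidales family, differed by 0.13 on the log2 scale (limma adjusted p = 0.72). Sutterella, [Eubacterium] and an unnamed genus of Peptostreptococcaceae also passed the test, and since their means lay under 0.1% they are named after their values were seen. Their log2 differences were -1.71, 1.41 and 0.85, and that of Peptostreptococcaceae lost its call without cecal sample 4, 13 or 33, with an adjusted p of at most 0.058. In the permutation test of shares neither Sutterella (adjusted p = 0.552) nor Peptostreptococcaceae (adjusted p = 0.0829) was called, nor was the unnamed genus of Clostridiaceae (adjusted p = 0.123).

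At the level of phyla, Bacteroidetes rose and Firmicutes fell from cecum to feces. These phyla together make up nearly all reads, so the difference of one fixes that of the other, and their tests and that of their ratio are not independent results. Bacteroidetes made up 36.2% ± 8.79 of cecal and 45.1% ± 9.36 of fecal reads (SD, n = 34 each). The difference was 8.87 percentage points (95% bootstrap interval 4.58 to 13.1), with an adjusted p = 0.00035 by the permutation test. The Bacteroidales list held the same 3 rows, of which only S24-7 was called (permutation test of the sum, adjusted p = 0.000945). Firmicutes made up 62.9% ± 8.95 and 54.0% ± 9.14 (permutation test, adjusted p = 0.00035). The median ratio of Firmicutes to Bacteroidetes was 1.90 in the cecum and 1.22 in feces (permutation test of the log2 ratio, p = 0.00012).

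**Figure D2:**
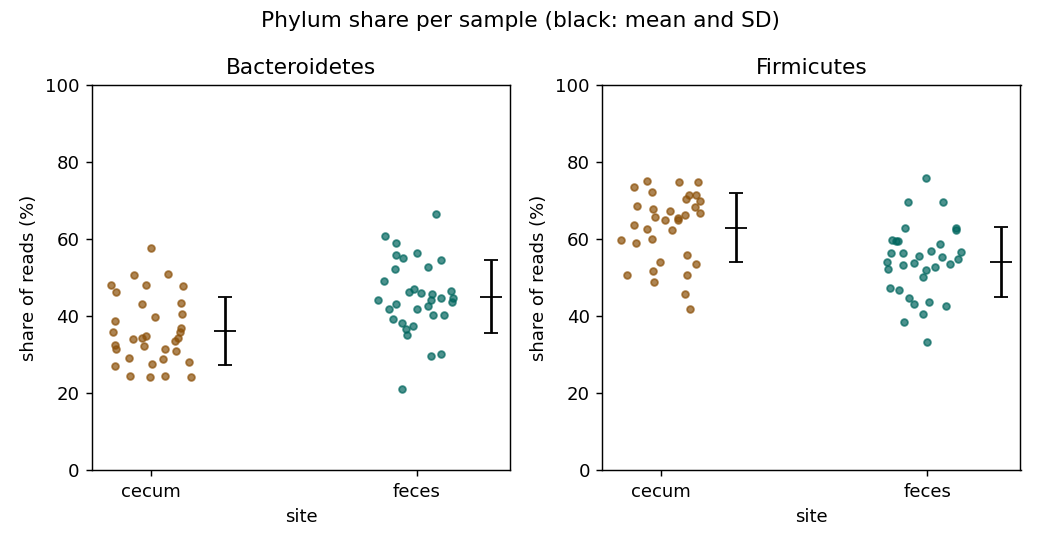
Share of reads in percent (vertical axis) of Bacteroidetes and Firmicutes in each cecal and fecal sample (points), with the mean and SD in black. Mean Bacteroidetes was 36.2% in the cecum and 45.1% in feces, and mean Firmicutes was 62.9% and 54.0%.

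Actinobacteria were represented by Adlercreutzia, a genus known to convert soy isoflavones to equol. Its share was 0.149% ± 0.0905 in the cecum and 0.0959% ± 0.0706 in feces (SD, n = 34 each, permutation test over phyla, adjusted p = 0.0145, over lists 0.0178), with 28 of 34 fecal samples below the cecal median. In limma the adjusted p was 0.0355, and it rose to at most 0.0534 without cecal sample 19 or 26 or fecal sample 6, and to 0.181 with S24-7 left out. Verrucomicrobia and the list of mucin users were represented by Akkermansia, which degrades mucus, at 0.379% ± 0.398 and 0.641% ± 0.536 (SD, n = 34 each, permutation test, adjusted p = 0.0316 over phyla and 0.0362 over lists). Akkermansia did not pass the limma test on the log2 scale (adjusted p = 0.72) or the permutation test of shares over all taxa (adjusted p = 0.0575), and the phylum call was lost without fecal sample 10, 12 or 34, with an adjusted p of at most 0.057. The call of the list was lost without fecal sample 1, 10, 12, 16, 24 or 34, with an adjusted p of at most 0.0638. Proteobacteria made up 0.185% ± 0.648 and 0.122% ± 0.428 (permutation test, adjusted p = 0.726). Without the samples numbered 4 these means were 0.104% and 0.0534%, and the difference of -0.0632 percentage points changed sign to 0.0175 without cecal sample 4 and to 0.00989 without cecal sample 17, and was -0.131 without fecal sample 4. The lists of sulfate or sulfite reducers and of sequences not of gut bacteria matched 0 rows.

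Fecal communities as a whole differed from cecal ones, and were slightly less diverse. Site accounted for 12.6% of the variation in Bray-Curtis distances (PERMANOVA, pseudo-F 9.52, p = 0.0001, the smallest that the permutations can give). By presence alone it accounted for 3.19% and did not pass (Jaccard distance, PERMANOVA, p = 0.0975). The mean distance to the centroid of a site was 0.172 ± 0.0706 in the cecum and 0.159 ± 0.0819 in feces (SD, n = 34 each, permutation test, p = 0.512). Shannon diversity was 1.95 ± 0.167 in the cecum and 1.87 ± 0.149 in feces (SD, n = 34 each). The difference was -0.0836 (95% bootstrap interval -0.157 to -0.0101), with p = 0.0331 by the permutation test. That p rose to at most 0.0615 without cecal sample 2, 4, 18 or 23 or fecal sample 22, 25 or 31. Of the 32 shared taxa, 29 ± 1.35 were detected per cecal and 28.8 ± 1.21 per fecal sample (SD, n = 34 each, permutation test, p = 0.511). Counted over all rows that each table lists, fecal samples held 1.68 more taxa (permutation test, p = 1e-05, the smallest that 100000 resamples can give), and the fecal table lists 1 more row.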

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

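The settings without the samples numbered 4, the centred log ratio of the shares, leaving out S24-7 or unresolved rows and the settings on which rows are used were chosen after seeing the data. Between 13 and 22 taxa differed between cecum and feces across the 12 alternatives to the 18 reported, and 10 of 19 named taxa kept their direction and their side of the threshold in each that was run for them. For S24-7 and unassigned reads, 2 of these 10, the setting that leaves them out gives no value. Another pseudocount gave 16 or 18 taxa, and the filter at 10 samples removed no taxon, so running without it tests nothing. A permutation test of the shares called 13, of which 12 were among the 18, and did not call Lactobacillus, Lactococcus, Clostridiaceae (unnamed genus), Ruminococcaceae not resolved further, Sutterella or Peptostreptococcaceae. Lactobacillus was not called with the larger pseudocount (adjusted p = 0.0729) or without unassigned reads (0.0507), and Ruminococcaceae not resolved further was not called by the centred log ratio (0.113). Allobaculum changed sign to -0.0674 with the smaller pseudocount and to -0.10 without the samples numbered 4, and the unnamed Ruminococcaceae genus to 0.11 without S24-7, none past the threshold. The difference in taxa detected changed sign to 0.0882 when a share of at least 0.1% counted as detected (p = 0.86), and to 1.68 over all rows each table lists, where the fecal table has 1 more row by construction. Site accounted for 3.19% of the variation by presence alone (Jaccard distance, p = 0.0975). Akkermansia, as phylum Verrucomicrobia and as mucin users, differed by 0.39 on the log2 scale (p = 0.603 and 0.606); the cause was not tested for these.

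Equal title numbers are not stated to mark the same mouse. Deviations from the site means correlated with a median r of 0.62 over 34 same-numbered pairs, above 0.1 in 31 and as low as -0.35, and 17 cecal samples correlated best with their own number, while 4 were closest to it by Bray-Curtis distance, 4 by Jaccard distance and 17 by distances of centred log ratios. With the number as a replicate block limma called 20 taxa, the 18 and, named after their values were seen, Christensenellaceae (adjusted p = 0.0296) and Clostridium (0.0344). The fits that left out 1 sample had no such block, and all 5 taxa whose call was lost in some of them stayed called with it. Blocked limma adjusted p was 0.00792 for Lactobacillus, 0.000893 for the unnamed Clostridiaceae genus and 0.0203 for Peptostreptococcaceae. It was 0.021 for Ruminococcaceae not resolved further and 0.0274 for Adlercreutzia. With sites exchanged within numbers, permutation gave p = 0.00238 for Shannon diversity and adjusted p of 0.00283 for Verrucomicrobia and 0.00332 for mucin users. Alternatives that need counts (DESeq2 size factors or test, library totals, thinning, leaving out the shallowest samples) were not run, and what depth limits cannot be judged.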

Other observations

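The tests on leaving out S24-7 were chosen after the taxon means had been seen, which largely fixed their outcome, the bound on runs of neighboring numbers was chosen after its value was seen, and the descriptions of the samples numbered 4 and 17 were made after their values were seen. Some taxa were above 0 in part of the samples only. Bacteroides was above 0 in 11 of 34 samples at each site, Sutterella in 19 cecal and 9 fecal samples, Christensenellaceae in 17 and 13, and Enterobacteriaceae in 8 and 10. Whether these 4 taxa occurred together was tested for 6 pairs of taxa at each site, 12 tests in all, by Fisher's exact test, and the lowest adjusted p was 0.635.

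The samples numbered 4 stood apart at both sites. Cecal sample 4 held 18.6% Bacteroides, against at most 4.07% in the other cecal samples, and 2.75% Enterobacteriaceae. Fecal sample 4 held 28.6% of the unnamed Erysipelotrichaceae genus, 15.04% Lactobacillus and 2.37% Enterobacteriaceae. The samples numbered 17 held the highest Sutterella shares of both sites, 2.60% and 0.678%, and the highest shares of the unnamed Lachnospiraceae genus, 18.5% and 6.50%.

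The 18 taxa that differed between the sites exceeded what other splits of the samples gave. Of 100 splits of the 68 samples, the real one included, 1 called as many, and the highest other split called 1 taxon. With sites exchanged within title numbers 1 of 100 did, with 20 taxa for the real labels and at most 7 for the others. This argues against chance as the source of the count, at a resolution of 1 in 100, and does not cover single calls near the threshold. Sequencing run and table remain confounded with site.

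Because shares sum to 1, the larger share of S24-7 in feces could lower all other taxa. The mean log2 difference of the 10 taxa that were lower in feces was -1.08 (SE 0.0973). Without S24-7, with each sample closed to 1 again, it was -0.91 (SE 0.0986). These 10 were picked for being lower, and leaving out S24-7 moved most of them by a similar small amount. Their mean could therefore hardly reach 0 and decides nothing. Still, 6 of them passed the limma test, which argues against S24-7 as the whole cause, but only weakly for 2 of them. Oscillospira (adjusted p = 0.0417) and Sutterella (0.033) passed near the threshold. Sutterella was above 0 in 19 cecal and 9 fecal samples, and closing to 1 again leaves values at 0 unchanged. The 6 also include unassigned reads and the unresolved rows of Lachnospiraceae and Clostridiales, where assignment cannot be told apart from site. [Ruminococcus] passed clearly (adjusted p = 4.77e-08). For the other 4 (Adlercreutzia, Clostridiales without a family name, the unnamed Lachnospiraceae genus and Ruminococcaceae not resolved further) the mean moved from -0.56 (SE 0.0933) to -0.34 (SE 0.0895). Their calls ended because the differences shrank while their SE stayed nearly as large, so for these 4 the part played by S24-7 cannot be told apart from a lower abundance of their own. Absolute amounts were not analysed here.

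Same-numbered cecal and fecal samples resembled each other. Their mean Bray-Curtis distance was 0.227 against 0.274 for other pairs (pairing permutation, p = 0.0001, the smallest that the pairings can give), which argues against chance, although 4 of 34 cecal samples were closest to their own number by this distance, 4 by Jaccard distance and 17 by distances of centred log ratios. Without the 4 closest pairs relative to their own samples the distances were 0.216 and 0.244, a smaller gap, with p = 0.0008, which argues against a few extreme pairs as the whole cause. Pairs whose numbers differed by 1 showed 12.9% of the gain in closeness (permutation p = 0.197, upper bound 43.3%). A cage or treatment shared by runs of 2 neighboring numbers would give 50%, a limit set after that bound was seen. The bound came from random relabelling and exceeded the limit set beforehand for an order of processing. It therefore does not decide whether such runs play a part. A part played by an order of processing along the numbers cannot be told apart from a true pairing. A hypothesis is that equal numbers may mark the same mouse. Treatments that samples of equal number share, without following the order of the numbers, stay open, untested.

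On the log2 scale, across the 34 numbers, 17 of 32 taxa were positively correlated between cecum and feces by both Pearson's r and Spearman's rho after Benjamini-Hochberg adjustment over the 32 taxa, and 0 were negatively correlated by rho. Some of the 17 were 0 in part of the samples. Presence at both sites went together for Christensenellaceae (Fisher's exact test, unadjusted p = 0.000232), Dehalobacterium (0.000323), Turicibacter (0.0287) and Sutterella (0.0468). Taxa that were rarely 0 did not pass, such as Clostridium (0.0588), Akkermansia (0.0882) and unassigned reads (0.0882). Presence did not go together for Bacteroides (0.434) or Enterobacteriaceae (0.195), which were above 0 at both sites for only 5 and 4 numbers. Without the 2 samples farthest from the cecal median, 15 of the 17 had an unadjusted p under 0.05 for r. Unassigned reads (r = 0.302, p = 0.0934) and Lactobacillus (r = 0.314, p = 0.0803) did not, although their rho over all pairs passed (0.431 and 0.392, adjusted p = 0.0282 and 0.0452), and Clostridium (p = 0.0467) and Enterobacteriaceae (p = 0.0497) were close to it. The unnamed Ruminococcaceae genus had r = 0.815 and rho = 0.816 (permutation p = 1e-05 for each, the smallest possible, adjusted 6.4e-05 and 0.000107), and r = 0.806 without the 2 samples farthest from the median. Akkermansia had r = 0.845 and rho = 0.66 (permutation p = 1e-05 and 4e-05, adjusted 6.4e-05 and 0.000256), and r = 0.743 without the 2 farthest. Lachnospiraceae not resolved further had r = -0.0686 and rho = -0.0866 (permutation p = 0.699 and 0.623, adjusted 0.746 and 0.664), and r = -0.171 without the 2 farthest. Treatments that the labels do not give are pooled in these correlations.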
